# Reduction of Type IV Collagen by Upregulated *miR-29* in Normal Elderly Mouse and *klotho*-Deficient, Senescence-Model Mouse

**DOI:** 10.1371/journal.pone.0048974

**Published:** 2012-11-06

**Authors:** Masaki Takahashi, Akiko Eda, Tatsunobu Fukushima, Hirohiko Hohjoh

## Abstract

MicroRNA (miRNA), a small non-coding RNA that functions as a mediator in gene silencing, plays important roles in gene regulation in various vital functions and activities. Here we show that the *miR-29* members are upregulated in *klotho*-deficient [*klotho(−/−)*] mice, a senescence-model animal, and also in normal elderly ICR mice relative to wild-type littermates and young ICR mice. In addition, levels of type IV collagen, a major component of basement membranes and a putative target of *miR-29*, were lower in *klotho(−/−)* and elderly ICR mice than in wild-type littermates and young ICR mice. RNA degradation mediated by *miR-29* may participate in the suppression of type IV collagen, both *in vivo* and *in vitro*. Taken together, our current findings suggest that the *miR-29* upregulated in aging may be involved in the downregulation of type IV collagen, leading to a possible weakening of the basal membrane in senescent tissues, and *miR-29* may be a useful molecular marker of senescence.

## Introduction

Senescence is a set of biological changes that occurs in an individual with increasing age. A common change is the decline of physiology such as a decrease in hearing, visual activity, and memory skills; and behind such a physiological decline, there are presumably biochemical changes involved. In order to understand such complex senescent phenomena at a molecular level, finding biological molecules that show quantitative and qualitative variation with increasing age is vital; and such molecules may be useful as senescence makers.

MicroRNA (miRNA) is a 21∼23-nucleotide-long small non-coding RNA and functions as a mediator in gene silencing. Hundreds of miRNA genes have been found in animals and plants [see the microRNA database (miRBase): http://www.mirbase.org/index.shtml]. miRNAs play essential roles in gene regulation by inhibiting translation of messenger RNAs (mRNAs) that are partially complementary to the miRNAs, and by digestion of mRNAs that are nearly complementary to the miRNAs, or by RNA interference (RNAi), during cell proliferation, differentiation and development [1]–[5]. Expression profiles of miRNAs are quite useful in understanding complex gene regulation involving miRNAs and in characterizing miRNAs themselves. Many expression analyses have been performed in various tissues and cells, and revealed tissue- and stage-specific expression of miRNAs. In mammals, it has been found that a major small RNA class transition from retrotransposon-derived small interfering RNAs (siRNAs) and Piwi-interacting RNAs (piRNAs) to zygotically expressed miRNAs occurs during early development of pre-implantation embryos [6], and tissue- or organ-specific expression patterns of miRNAs are generated thereafter [4], [7]–[9].

Age-associated change in gene expression involving miRNAs is an important research field. We investigated the expression profile of miRNAs in mouse brain tissue by means of DNA chip and reverse-transcription quantitative polymerase chain reaction (RT-qPCR), and found that the alteration of the miRNA expression occurred during the course of mouse brain growth [10].

In this study we investigated miRNAs in *klotho*-deficient [*klotho(−/−)*] mice, which are a senescence model showing a number of phenotypes resembling human premature aging [11], and also miRNAs in 1 month and 14–18 month old outbred ICR mice studied as normal young and elderly mice, respectively. The data indicated that the *miR-29* members were markedly increased in *klotho(−/−)* and elderly ICR mice compared with wild-type littermates and young ICR mice.

## Materials and Methods

### Mice

*Klotho*-deficient male mice and ICR male mice were purchased from CLEA Japan, Inc (Tokyo, Japan). Mice were housed, fed and maintained in the laboratory animal facility according to the National Institute of Neuroscience animal care guidelines. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Neuroscience. The protocol was approved by the Committee on the Ethics of Animal Experiments of the National Institutes of Neuroscience (Permit Number: 2012003).

### DNA and RNA oligonucleotides

DNA oligonucleotides and small RNA duplexes used in this study were synthesized by and purchased from Sigma-Aldrich (St Louis, MO, USA).

### DNA chip analysis

*Genopal*®-MICM DNA chips (Mitsubishi Rayon, Tokyo, Japan) for detection of mouse miRNAs were used. DNA oligonucleotide probes for 200 miRNAs are installed on the DNA chip, and the list of the detectable miRNAs is available at the following address: http://www.mrc.co.jp/genome/pdf/micm07_list.pdf

Tissues were surgically removed from sacrificed mice and total RNAs were immediately isolated from the fresh tissues using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. Preparation of small-sized RNAs, fluorescent labeling, hybridization with DNA chips and detection of hybridization signals were carried out as described previously [10], [12], [13].

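The DNA chip data on ICR mice cover lung, liver, kidney and heart of male mice at 1 month (young) and at 14 months (elderly), with 1 chip per age and tissue and 8 chips in all. Each chip carries probes for 200 mouse miRNAs and was read in 1 colour. There are no replicates, so a difference between the ages in 1 tissue has no test, and the labels do not say whether the tissues of an age came from the same mouse. The authors deposited a table of hybridization signal intensities without background subtraction and a second table that lies lower by 1 constant per chip. That constant was between 20.3 and 24.0 units and was subtracted here as the background. The summed intensity after subtraction was 30313 units for young lung and 36449 for elderly lung, 13489 for young kidney and 15709 for elderly kidney, and 27894 for young heart and 20829 for elderly heart. The liver chips were dimmer, at 3308 units for the young and 5469 for the elderly sample. A signal of at least 10 units was found for 53 miRNAs on the young liver chip and for 57 on the elderly one, against 88 to 110 on the other chips. The intensities were quantile-scaled over the 8 chips, values below 10 units were set to 10, and log2 values were taken. Scaling raised the number of liver miRNAs at or above 10 units to 92 per chip, so that liver values of weakly labelled miRNAs rest on signals close to the background. The number of chips limits the precision of every value.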

### Construction of reporter genes and hydrodynamic delivery method

To examine the knockdown potencies of endogenous *miR-29a* and *miR-29b in vivo*, we constructed reporter genes with the psiCheck2 vector (Promega): the *Renilla luciferase* gene carrying the complementary (target) sequence of *miR-29a* or *miR-29b* in the 3′ untranslated region was constructed as described previously [14]. The target sequences synthesized in the construction were as follows:

For the target of *miR-29a*;

Sense-strand; 5′- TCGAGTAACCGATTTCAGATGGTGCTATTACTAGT-3′
Antisense-strand; 5′- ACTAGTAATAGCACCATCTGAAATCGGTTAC-3′

For the target of *miR-29b*;

Sense-strand; 5′- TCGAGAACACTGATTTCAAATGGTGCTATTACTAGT-3′
Antisense-strand; 5′- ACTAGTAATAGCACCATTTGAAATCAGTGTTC-3′

The reporter plasmid and the pSV-β-Galactosidase control vector (Promega) as a control were administered to young (5-week-old) and elderly (8∼18-month-old) ICR mice by a hydrodynamic delivery method. Briefly, 100 µg of the reporter plasmid and 40 µg of the pSV-β-Galactosidase control vector were mixed in 2 ml of sterile saline solution. ICR mice were anesthetized with somnopentyl (50 mg/kg b.w.), and 2 ml of the plasmid mixture was systemically administered via the lateral tail vein within 5 seconds. Three days after administration, the heart, lung, liver and kidney were excised from the mice, and the tissue extracts were prepared. The expression levels of the *luciferase* and *β-galactosidase* reporter genes were measured using a Dual-Luciferase Reporter Assay System (Promega) and a Beta-Glo Assay System (Promega), respectively, by the Fusion Universal Microplate Analyzer (PerkinElmer, Waltham, MA, USA).

### Systemic administration of the synthetic *miR-29b* duplex

The synthetic *miR-29b* duplex and siControl (non-silencing siRNA; QIAGEN, Venlo, Netherlands) were each prepared with atelocollagen (AteloGene Systemic Use; KOKEN, Tokyo, Japan) according to the manufacturer's instructions. The resultant RNA/atelocollagen complexes (1.0 mg/kg b.w.) were systemically administered to normal male ICR mice (5-week-old; n = 5/group) via the lateral tail vein. Four systemic administrations were carried out (Day 1, 4, 8, and 12), and two days after the last administration (Day 14) the treated mice were examined. The sequences of the synthetic *miR-29b* duplexes were as follows:

Sense- strand; 5′- UAGCACCAUUUGAAAUCAGUGUU-3′
Antisense-strand; 5′- CACUGAUUUCAAAUGGUGUUAUU-3′

### Cell culture, transfection of *miR-29* mimics and cell viability assay

Neuro2a (N2a), a mouse neuroblastoma cell line originally established by RJ Kleber and FH Ruddle (1969) [15], was used in this study. Human embryonic kidney 293 (HEK293) cells were obtained from the Health Science Research Resources Bank. The cells were grown in Dulbecco's modified Eagle's medium (Wako, Osaka, Japan) supplemented with 10% fetal bovine serum (Invitrogen), 100 U/ml penicillin and 100 µg/ml streptomycin (Wako) at 37°C in 5% CO_2_-humidified chamber as described previously [13], [16], [17]. The day before transfection, cells were trypsinized, diluted with culture medium without antibiotics, and seeded into 96-well culture plates at a cell density 5×10^4^ cells/cm^2^. To each well, 20 nM (final concentration) of each MISSION microRNA mimic of *has-miR-29a*, *has-miR-29b*, or negative control miRNA (Sigma-Aldrich) was transfected into the cells using Lipofectamine2000 transfection reagent (Invitrogen) according to the manufacturer's instructions. Four hours after transfection, the culture medium was replaced with fresh medium containing antibiotics. After the 3-day incubation, total RNA isolation as described above or cell viability assay was carried out. Cell viability was examined with the CellTiter 96 AQueous One Solution Cell Proliferation Assay (Promega, Fitchburg, WI, USA) according to the manufacturer's instructions.

For assessment of the knockdown potency of *miR-29a* or *miR-29b*, the constructed reporter plasmids (see above) together with or without synthetic *miR-29* duplexes were transfected into N2a cells, and 24 hour after transfection the dual luciferase assay was carried out as described previously [14].

### Reverse transcription (RT)-(real time)-polymerase chain reaction (PCR)

Total RNAs extracted by TRIzol reagent (Invitrogen) were treated with Turbo DNase I (Applied Biosystems, Carlsbad, CA, USA) according to the manufacturer's instructions and subjected to RT-(real time)-PCR. Real time PCR (quantitative PCR; qPCR) was performed using the AB 7300 Real Time PCR System (Applied Biosystems) with a TaqMan Universal PCR Master Mix together with TaqMan® MicroRNA Assays (Applied Biosystems) according to the manufacturer's instructions.

The TaqMan® MicroRNA Assays used were as follows (ABI Assay IDs are indicated in parentheses):

*hsa-miR-29a* (2112), *hsa-miR-29b* (413) and *snoRNA202* (1232).

For examination of protein-coding genes, total RNAs were subjected to cDNA synthesis using Oligo(dT)_15_ primers (Promega) and a SuperScript III reverse transcriptase (Invitrogen) according to the manufacturer's instructions. The cDNAs were examined by qPCR using the AB 7300 Real Time PCR System (Applied Biosystems) with SYBR Green PCR Master Mix (Applied Biosystems) and TaqMan Universal PCR Master Mix together with Perfect Real Time Primers (TAKARA BIO, Otsu, Shiga, Japan) and TaqMan® Gene Expression Assays (Applied Biosystems), respectively, according to the manufacturer's instructions.

The Perfect Real Time Primers used were as follows (TAKARA BIO primer-set IDs are indicated in parentheses):

*Col4a1* (MA118711), *Col4a2* (MA112149), *Col4a3* (MA124802), *Col4a4* (MA077950), *Col4a5* (MA113961), *Col4a6* (MA087283), *Cabin1* (MA069171), *Dnmt1* (MA060016), *Dicer1* (MA043537), *Lamc1* (MA059108), *Gapdh*, (MA050371), *COL4A1* (HA156982), *COL4A2* (HA174126), *CABIN1* (HA183487), *DNMT1* (HA002770), *DICER1* (HA174786), *LAMC1* (HA083467) and *GAPDH* (HA067812).

TaqMan® Gene Expression Assays used were as follows (ABI Assay IDs are indicated in parentheses):

*klotho* (Mm00502002_m1) and *Gapdh* (Mm99999915_g1).

### Western blotting

Equal amounts of protein was separated by SDS-PAGE and electrophoretically blotted onto PVDF membranes (Millipore, Billerica, MA, USA). Membranes were blocked in blocking solution (4% bovine serum albumin and 0.05% Tween-20 in TBS) and incubated with rabbit polyclonal anti-collagen IV (mouse) antibody (250485; ABBIOTEC, San Diego, CA, USA) or mouse monoclonal anti-α-tubulin antibody (Sigma-Aldrich), followed by washing in TBS containing 0.05% Tween-20, and then incubated with horseradish peroxidase-conjugated anti-rabbit or anti-mouse anti-goat IgG. Antigen-antibody complexes were visualized using a chemiluminescent reagent (Millipore).

### Blood tests

Blood samples drawn from mice were subjected to biochemical tests. To examine renal function, plasma creatinine levels were measured with a creatinine assay kit (BioVision Inc., Milpitas, CA, USA). The plasma levels of hexanoyl-lysine adduct (HEL) and 8-hydroxy-2′-deoxyguanosine (8OH-dG) as stress markers were measured by HEL ELISA Kit [Japan Institute for the Control of Aging (JaICA), NIKKEN SEIL Co., Ltd., Shizuoka, Japan] and High Sensitive 8-OHdG Check ELISA Kit (JaICA), respectively.

### Statistical analysis

Differences in the levels of expression of miRNAs were analyzed by Student's *t*-test (two-tailed).

### Accession numbers

The Gene Expression Omnibus (GEO) accession numbers for the miRNA expression data used in this study are GSE34531 (miRNAs in *Klotho(−/−)* and wild-type mouse tissues) and GSE34532 (miRNAs in young and elderly ICR mouse tissues).

## Results

### miRNA expression profiles of *klotho*-deficient mice

The *klotho* gene encodes a single-pass transmembrane protein involved in the maintenance of homeostasis, and *klotho*-deficient [*klotho*(−/−)] mice are known to be an model of aging that shows various senescence-like phenotypes resembling human premature aging such as a short lifespan, decreased bone mineral density and atrophy of lymphopoietic and reproductive organs [11]. We investigated miRNAs in *klotho*(−/−) mice and wild-type littermates by means of DNA chip. Duplicated DNA chip analyses with different individual mice exhibited reproducible results except for the data of the *klotho*(−/−) spleen (Fig. S1); the discrepancy for the spleen miRNAs may be due to individual differences.

Fold changes (FC) in the expression levels of miRNAs between *klotho*(−/−) and wild-type mice were calculated, and the miRNAs that showed more than 1.5 FC values or less than 0.5 FC values are listed (Table 1 and Table S1): the former (>1.5 FC) represents the miRNA that were markedly increased in *klotho*(−/−) mice versus wild-type mice, and the latter (<0.5 FC) represents the miRNA markedly decreased in *klotho*(−/−) mice. From the FC analysis, the *miR-29* members (*miR-29a, -29b and -29c*) appear to be commonly upregulated in *klotho*(−/−) mice (Table 1).

**Table 1:** Difference in the expression of miRNAs between *klotho*-deficient and wild-type mice.

		Exp.1			Exp.2		
Tissue	miRNA	*Kl*	Wt	FC	*Kl*	Wt	FC
Lung	mmu-miR-29b	791	332	2.38	567	150	3.79
	mmu-miR-29c	502	256	1.96	449	133	3.37
	mmu-miR-409	42	22	1.88	41	26	1.55
	mmu-miR-296	124	67	1.86	122	45	2.71
	mmu-miR-29a	978	575	1.70	899	266	3.38
	mmu-miR-101a	228	147	1.55	214	88	2.43
Liver	mmu-miR-29b	171	22	7.70	122	39	3.13
	mmu-miR-29a	216	47	4.60	154	67	2.30
	mmu-miR-29c	106	25	4.30	90	36	2.48
	mmu-miR-145	46	14	3.35	31	16	1.89
	mmu-miR-101a	102	32	3.19	77	51	1.52
	mmu-miR-27a	104	34	3.09	75	49	1.51
	mmu-miR-24	120	42	2.86	89	57	1.57
	mmu-miR-126-3p	97	36	2.71	72	48	1.50
	mmu-miR-26a	219	84	2.62	198	121	1.63
	mmu-miR-101b	131	55	2.40	116	75	1.56
	mmu-miR-30b	44	19	2.33	37	24	1.56
Kidney	mmu-miR-29a	437	158	2.76	361	192	1.88
	mmu-miR-29b	358	143	2.50	293	171	1.72
	mmu-miR-34a	99	41	2.41	105	49	2.16
	mmu-miR-31	17	7	2.34	15	10	1.53
	mmu-let-7b	1099	471	2.33	487	315	1.55
	mmu-miR-199a	65	29	2.23	51	33	1.54
	mmu-miR-92	54	25	2.20	34	19	1.83
	mmu-miR-125a	161	74	2.19	105	61	1.73
	mmu-miR-21	418	193	2.17	323	212	1.53
	mmu-miR-296	120	56	2.16	55	36	1.51
	mmu-miR-125b	212	101	2.10	152	94	1.61
	mmu-let-7c	1563	755	2.07	806	515	1.57
Heart	mmu-miR-298	64	4	15.66	27	5	5.88
	mmu-miR-291a-3p	35	2	15.50	18	2	7.49
	mmu-miR-370	30	4	7.05	13	6	2.02
	mmu-miR-328	39	10	4.03	13	8	1.63
	mmu-miR-150	39	16	2.46	25	15	1.64
	mmu-miR-194	18	8	2.28	14	7	1.86
	mmu-miR-29b	320	143	2.24	240	136	1.77
	mmu-miR-92	47	31	1.52	28	17	1.64
	mmu-miR-146	12	22	0.56	8	14	0.57

Hybridization signal intensities obtained from DNA chip analysis [duplicated experiments (Exp.) 1 and 2] are indicated.

Fold changes (FC) in the expression of miRNAs between *klotho* (*Kl*) and wild-type (Wt) mice are calculated.

### Upregulation of *miR-29* in elderly ICR mice

To see if normal aged-mice, like *klotho*(−/−) mice, have a similar increase in the expression of *miR-29*, we measured *miR-29a* and *miR-29b* in outbred ICR mice at age 14 or 18 months (14 m, 18 m; elderly mice) and 1 month (1 m; young mice) by means of RT-qPCR; note that five different individual ICR mice in each group were examined to account for individual differences. The results of the qPCR analysis consistently indicated that the levels of either *miR-29a* or *miR-29b* were significantly higher in elderly mouse tissues than in young tissues (Fig. 1).

**Figure 1:**
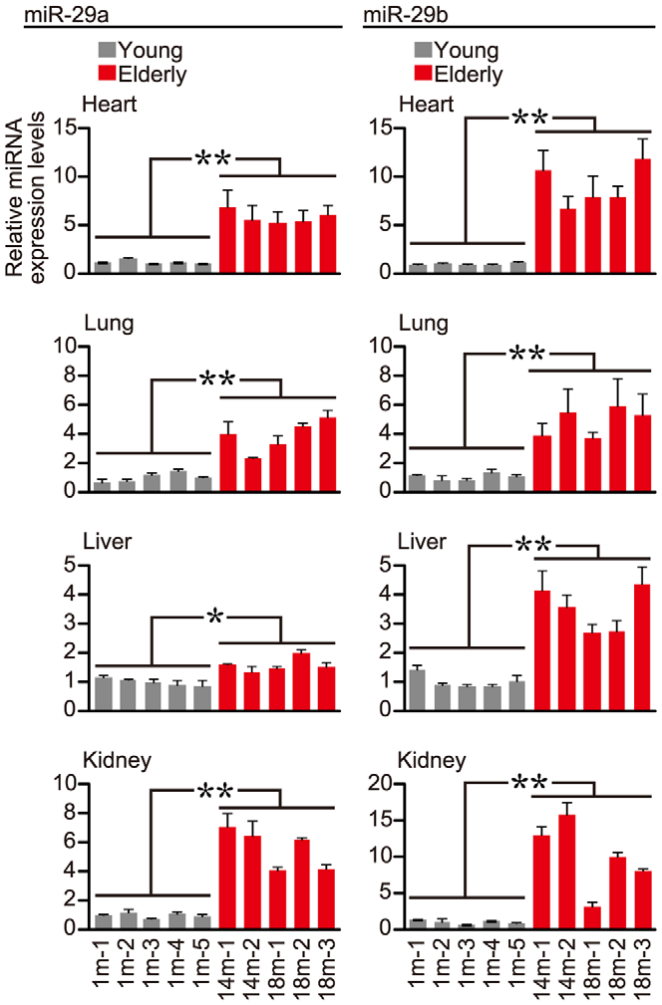
*miR-29a* and *miR-29b* expression in young and elderly ICR mice. Total RNAs were extracted from indicated tissues of young (1-month-old: 1 m) and elderly (14- or 18-month-old: 14 m or 18 m) ICR mice, and subjected to RT-qPCR analysis. The *miR-29a*, *miR-29b* and *snoRNA202* (as a control) expressions were examined and analyzed by the delta-delta Ct method. Five individual mice in each group were investigated to account for individual variability, and three measurements by qPCR per sample were carried out. Error bars represent standard deviations. The normalized *miR-29a* and *miR-29b* expression levels in the young (gray bars) and elderly (red bars) groups in each tissue were further examined by Student's *t*-test, and significant differences between the two groups in all the tissues examined were detected (* *P*<0.05, **P<0.01).

We further investigated whether the upregulated *miR-29* members in elderly mice enhanced their mediated knockdown activities. To address this, the *luciferase* reporter genes carrying the complementary (target) sequences of *miR-29a* and *miR-29b*, respectively, in their 3′ untranslated regions (3′UTRs) were constructed (Fig. 2), and administered to elderly and young ICR mice by a hydrodynamic delivery method. Three days after administration, the expression of the reporter gene was examined. Neither heart nor lung had expression of the *luciferase* reporter genes, whereas liver and kidney exhibited expression; however, the expression data in liver, particularly the levels of the *luciferase* carrying no target sequence (control empty vector), were poorly-reproducible, so that they were not able to be further evaluated (Fig. S2). The expression data for kidney were further normalized to the data obtained with the control empty vector. The normalized expression levels of the reporter gene carrying either the *miR-29a* or *miR-29b* target sequence was markedly decreased in elderly kidney than in young kidney (Fig. 3). Therefore, *miR-29* upregulation in elderly kidney may result in the enhancement of gene silencing mediated by it.

**Figure 2:**
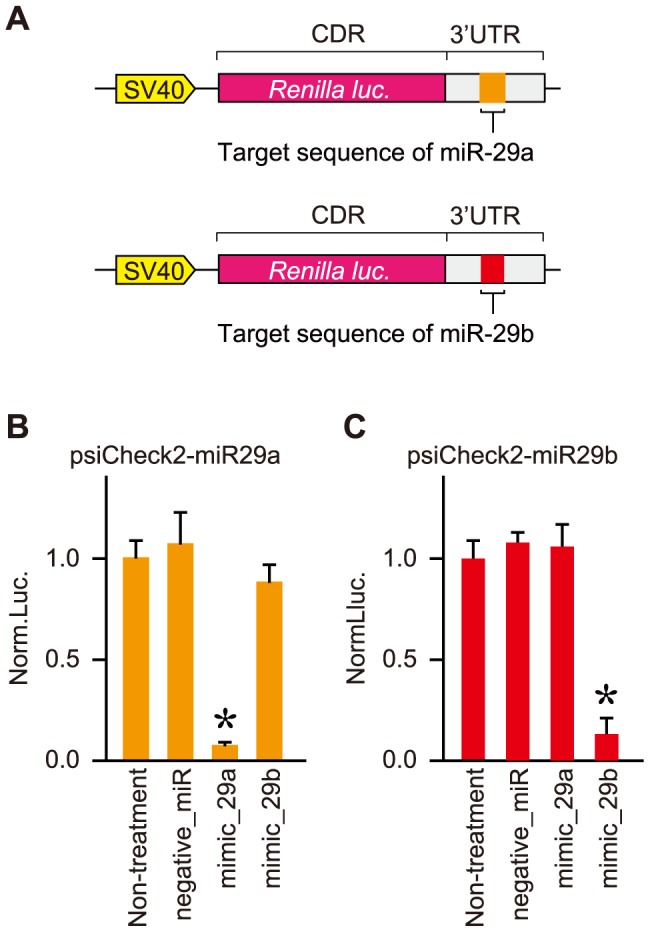
Assessment of knockdown potency using reporter genes. (**A**) Schematic drawing of constructed reporter genes. The psiCheck2-backbone reporter plasmid encoding the *Renilla luciferase* gene carrying the target sequence of *miR-29a* (psiCheck2-miR29a) or *miR-29b* (psiCheck2-miR29b) was constructed. The SV40 promoter, *Renilla luciferase* coding region (CDR) and 3′ untranslated region (3′UTR) of the reporter genes are indicated. The target sequences of *miR-29a* and *miR-29b* are indicated in the 3′UTRs. (**B, C**) Suppression of reporter genes by synthetic *miR-29* mimics. The reporter plasmids indicated were transfected together with synthetic miRNA mimics of *miR-29a* (mimic_29a), *miR-29b* (mimic_29b) or a negative control miRNA (negative_miR) into N2a cells. 24 hr after transfection, dual-luciferase assay was carried out. The target (*Renilla*) luciferase activity was normalized to control (*Photinus*) luciferase activity and further normalized to the data obtained from N2a cells transfected with only the reporter plasmid (non-treatment). Data are averages of four independent experiments. Error bars represent standard deviations. The normalized data were analyzed by one-way analysis of variance (ANOVA), followed by Dunnett's test. Significant differences are indicated by * (*P*<0.05).

**Figure 3:**
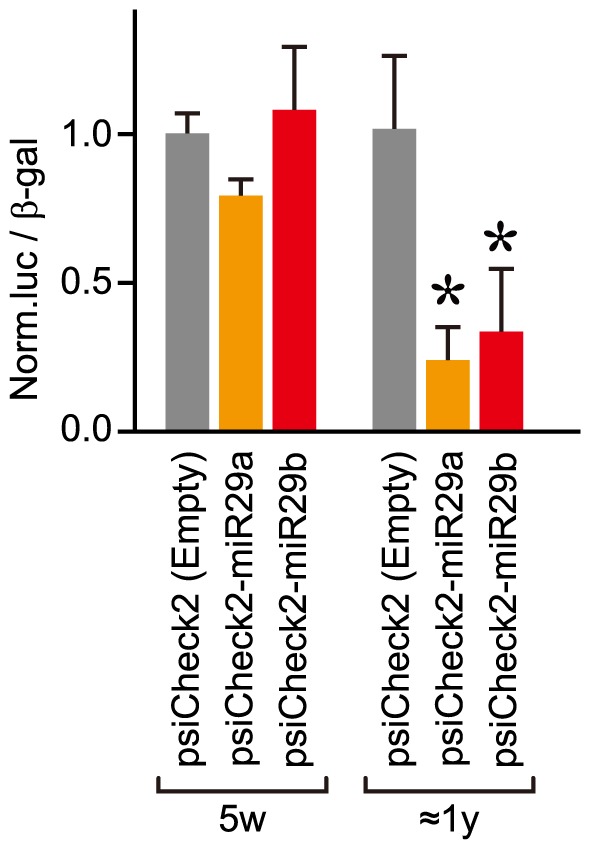
*In vivo* knockdown potency mediated by endogenous *miR-29a* or *miR-29b*. The constructed reporter plasmid carrying the *miR-29a* or *miR-29b* target sequence (Fig. 2A) and the *β-galactosidase* expression plasmid as a control were systemically administrated to young (5-week-old: 5w) and elderly (8∼18-month-old: ≈1 y) ICR mice by a hydrodynamic delivery method. Three days after administration, kidney cell extracts were prepared from the treated mice, and then the luciferase and β-galactosidase activities were examined. The expression levels of luciferase were normalized to those of β-galactosidase, and further normalized to the data obtained with a control empty vector (Empty). Data are averages of three different individual's data. Error bars represent standard deviations. The normalized data in the young (5w) and elderly (≈1 y) groups were analyzed by Student's *t*-test (one-tailed), and significant differences from the data of each empty vector are indicated by * (*P*<0.05).

### *Klotho* expression in elderly ICR mice

The upregulation of *miR-29* members was seen in elderly ICR mice as well as *klotho*(−/−) mice lacking *klotho* expression; this raised the question of whether *klotho* might influence the expression of the *miR-29* members, although *klotho* is predominantly expressed in kidney, and hardly expressed in other tissues including heart, lung and liver. We investigated *klotho* expression levels in elderly and young ICR mice by RT-qPCR. The results indicate that there was no significant difference in the expression of *klotho* between elderly and young ICR mice (Fig. 4). Therefore, *miR-29* expression is probably unaffected by *klotho* expression levels.

**Figure 4:**
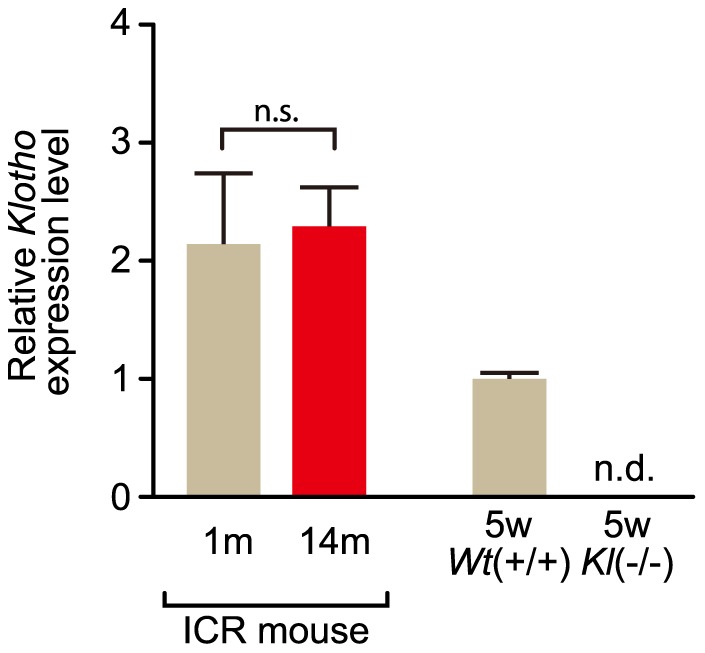
*Klotho* expression in young and elderly mice. Because *klotho* is predominantly expressed in kidney [11], *klotho* expression was examined in this tissue. Total RNAs were extracted from kidney of young (1-month-old: 1 m) and elderly (14-month-old: 14 m) ICR mice and also of 5-week-old (5w) *klotho*-deficient [*Kl(−/−)*] and wild-type littermate [*Wt(+/+)*] mice, and examined by RT-qPCR for *klotho* and *Gapdh*. Three measurements by qPCR per each sample were carried out. The expression levels of *klotho* and *Gapdh* (as a control) were analyzed by the delta-delta Ct method. Error bars represent standard deviations. n.s., no statistical significance; n.d., no detection.

### Target genes of *miR-29*

Target genes controlled by the *miR-29* upregulated in elderly mice may be also involved in natural aging. We searched for candidate gene targets of *miR-29* using the TargetScan program (http://www.targetscan.org/vert_40/), and selected the *type IV alpha collagen* gene family as a potential target. The *type IV collagen* gene family is composed of the *Col4α1*, *Col4α2*, *Col4α3*, *Col4α4*, *Col4α5* and *Col4α6* genes, encoding the α1, α2, α3, α4, α5 and α6 chains of type IV collagen, respectively; and the genes carry putative binding sequences of the *miR-29* members in their 3′UTRs. Additionally, previous studies with cultured mammalian cells suggest a significant association between *miR-29* members and the *type I* or *type IV collagen* genes [18]–[20].

Western blot analyses of type IV collagen indicated that the levels of type IV collagen in heart, lung, liver and kidney of elderly ICR mice was less than that of young mouse tissues (Fig. 5A; upper panel). Interestingly, similar results were also observed between *klotho*(−/−) and wild-type littermate mice (Fig. 5A; lower panel).

**Figure 5:**
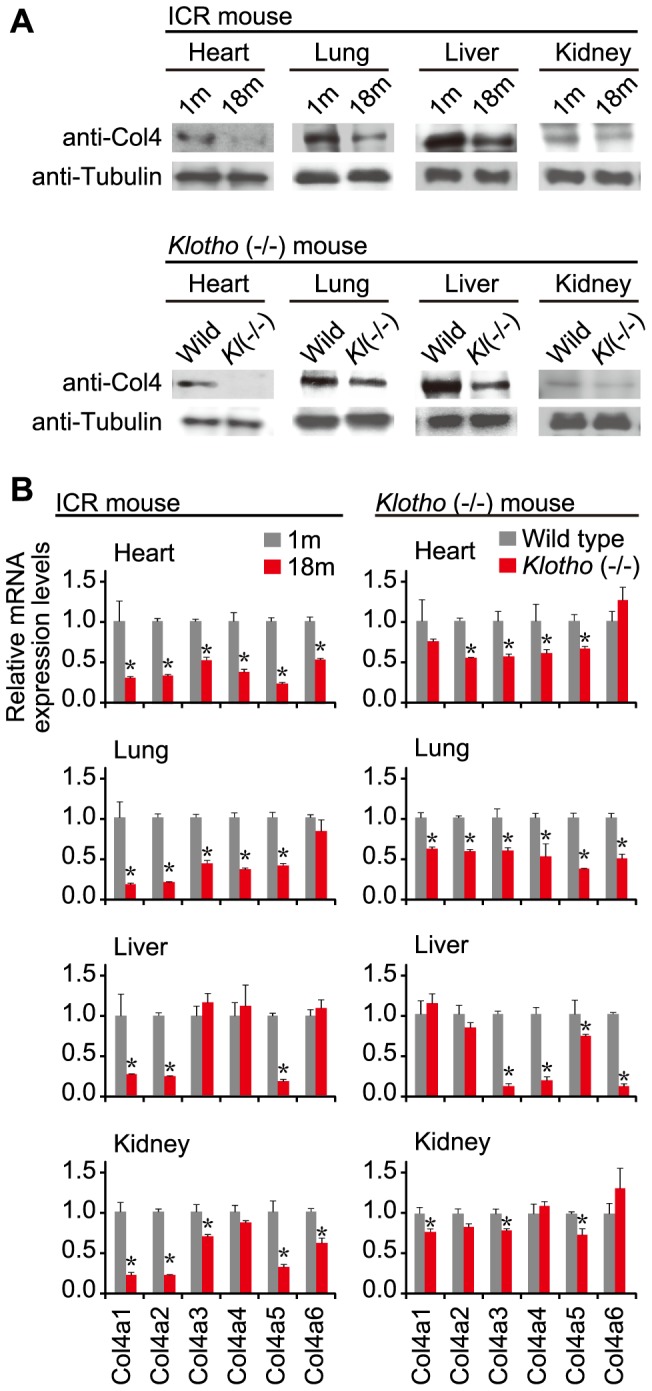
Expression profile of type IV collagen. (**A**) Western blot analysis of type IV collagen. Protein samples prepared from indicated tissues of young (1-month-old: 1 m) and elderly (18-month-old: 18 m) ICR mice and also of *klotho*(−/−) [Kl(−/−)] and wild-type littermate mice were examined by Western blotting with anti-collagen IV antibody (anti-Col4) and anti-α-tubulin antibody (anti-Tubulin) as an internal loading control. (**B**) Expression of *Col4α1–α6*. The expression levels of *Col4α1*–*α6* belonging to the *type IV collagen* gene family, and *Gapdh* as a control in indicated tissues of young (1 m) and elderly (18 m) ICR mice, and in *klotho*(−/−) and wild-type littermate mice were examined by RT-qPCR followed by analyses with the delta Ct method. The levels of *Col4α1–α6* expression were normalized to those of *Gapdh*, and further normalized to the data of young ICR mice or wild-type littermates, each of which was set as 1. Error bars represent standard deviations. The normalized expression data were analyzed by Student's *t*-test (two-tailed). Significant differences between young (1 m) and elderly (18 m) ICR mice and between *klotho*(−/−) and wild-type littermate mice are indicated by * (*P*<0.05).

Next we examined the *Col4α1–α6* transcripts in the tissues by means of RT-qPCR. The levels of most of the transcripts in elderly ICR and *klotho*(−/−) tissues were less than those in young and wild-type littermate tissues, although there were a few exceptions (Fig. 5B). Based on the data, levels of type IV collagen appear to correlate with levels of *Col4α1–α6* transcripts.

### *In vitro* gene silencing mediated by synthetic *miR-29*

To verify whether the gene silencing mediated by *miR-29* could influence the regulation of *type IV collagen* gene expression, we introduced synthetic *miR-29a* (*miR-29a* mimic) or *miR-29b* (*miR-29b* mimic) into mouse Neuro2a (N2a) cells and examined their effects on gene silencing against endogenous *type IV collagen* and other genes (Fig. 6A). RT-qPCR analyses indicated that: (i) levels of *Col4α1* and *Col4α2* were significantly reduced by introduction of either *miR-29a* mimic or *miR-29b* mimic relative to the negative control, (ii) levels of *calcineurin binding protein 1* (*Cabin1*) and *DNA methyltransferase 1* (*Dnmt1*) genes carrying no putative binding sequence of *miR-29* remained almost unchanged, and (iii) levels of *Dicer1* and *laminin, gamma 1* (*Lamc1*) genes carrying a putative binding site for *miR-29* decreased in the presence of the *miR-29* mimic. Similar results were also obtained when human embryonic kidney 293 (HEK293) cells were used instead of N2a cells (Fig. S3). Therefore, these findings indicate that the gene silencing mediated by *miR-29* suppressed *type IV collagen*, *Dicer1* or *Lamc1*, each of which carries a putative binding site(s) of *miR-29*, and that RNA degradation may partially contribute to the gene silencing.

**Figure 6:**
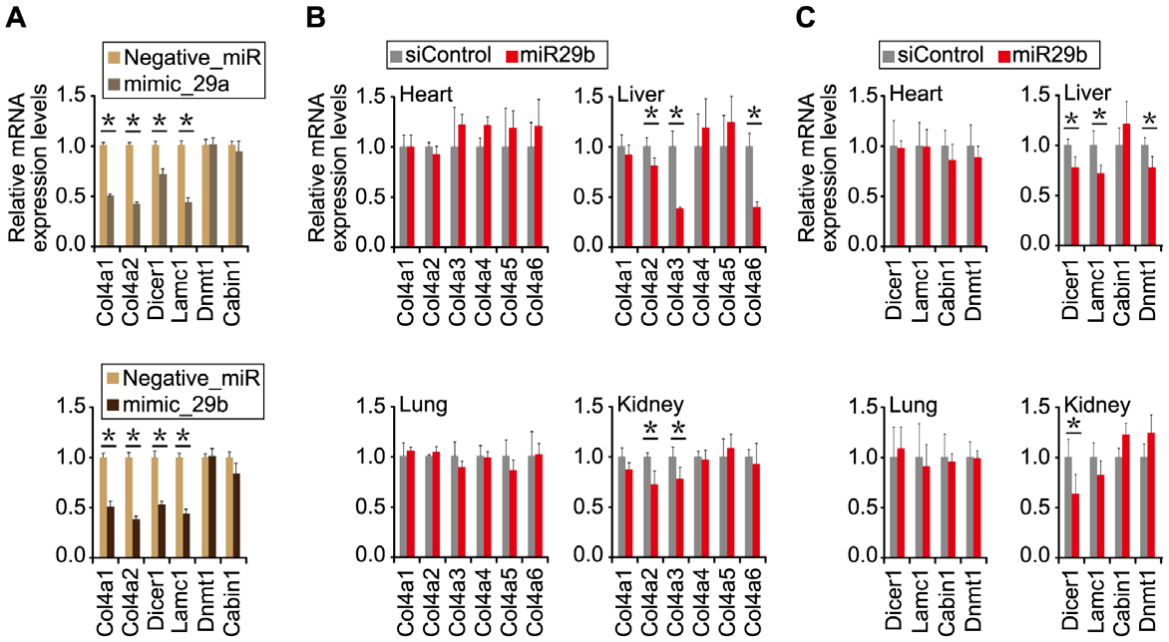
Gene expression profiles in *miR-29*-treated N2a cells and young ICR mice. (**A**) Expression profiles in *miR-29*-treated N2a cells. MISSION microRNA Mimic (Sigma-Aldrich) *has-miR-29a* (mimic_29a), *has-miR-29b* (mimic_29b) or negative control miRNA (negative_miR) was transfected into N2a cells. Three days after transfection, total RNAs were extracted and examined by RT-qPCR followed by analysis using the delta-delta Ct method using the expression levels of *Gapdh* as a control. The data were further normalized to the data obtained with the negative_miR. Error bars represent standard deviations. The genes examined are indicated: *Col4α1*, *Col4α2*, *Dicer1*, *Dnmt1*, *Lamc1* and *Cabin1*. The *Col4α3–α6* genes were examined as well, but their expression was not detected in the cells. (**B**, **C**) Gene expression profiles in *miR-29b*-treated ICR mice. Normal ICR mice (5-week-old) were subjected to four systemic administrations (Day 1, 4, 8, and 12) of *miR-29b* duplex or siControl (as a negative control). Two days after the last administration, the treated mice were examined. RT-qPCR analyses were carried out as in A. The examined tissues and genes are indicated: (**B**) *type IV collagen* gene family and (**C**) other genes. Statistically significant decrease in the expression of genes in the *miR-29b*-treated mice is indicated by * (*p*<0.05).

### *In vivo* gene silencing mediated by synthetic *miR-29b*

To further confirm the effects of *miR-29* on the expression of its target genes *in vivo*, we administered a synthetic *miR-29b* duplex or siControl duplex to 5-week-old (young) ICR mice. After four systemic administrations of the individual small RNA duplexes, the treated ICR mice were examined. RT-qPCR analyses indicated a significant decrease in the expression of some of the *Col4α* genes in liver and kidney of the *miR-29b*-treated mice compared with the siControl-treated mice (Fig. 6B). In contrast, no significant difference in the expression was seen in heart and lung between the mice (Fig. 6B); this may be due to the failure of delivery of the small RNA duplexes into these tissues as in the case of using the reporter plasmids described above. A similar decreasing tendency of the expression of *Dicer1* and *Lamc1* in liver and kidney of the *miR-29b*-treated ICR mice was also detected (Fig. 6C). Together with the results of Figs. 1 and 3, the findings suggest that the introduced synthetic *miR-29b* can enhance *in vivo* gene silencing against its target genes such as *Col4α*, *Dnmt1* and *Cabin1* even in young (5-week-old) ICR mice in which the endogenous *miR-29* is expressed at a low level. Accordingly, it is conceivable that the *miR-29* members spontaneously upregulated in elderly mice may have gradually contributed to such gene silencing (regulation) of target genes.

### Plasma biochemical analyses

To examine renal function and oxidative stress in elderly and young ICR mice and also in *miR-29b*- and siControl-administered ICR mice, we measured the levels of creatinine, hexanoyl-lysine adduct (HEL) and 8-hydroxy-2′-deoxyguanosine (8OH-dG) in plasma: creatinine is an index of renal function, and HEL and 8OH-dG are stress markers. An increasing tendency of either HEL or 8OH-dG in elderly mice compared with young mice was observed (Fig. 7); this may suggest an increase in oxidative stress with increasing age. As for the others, there was no significant difference observed.

**Figure 7:**
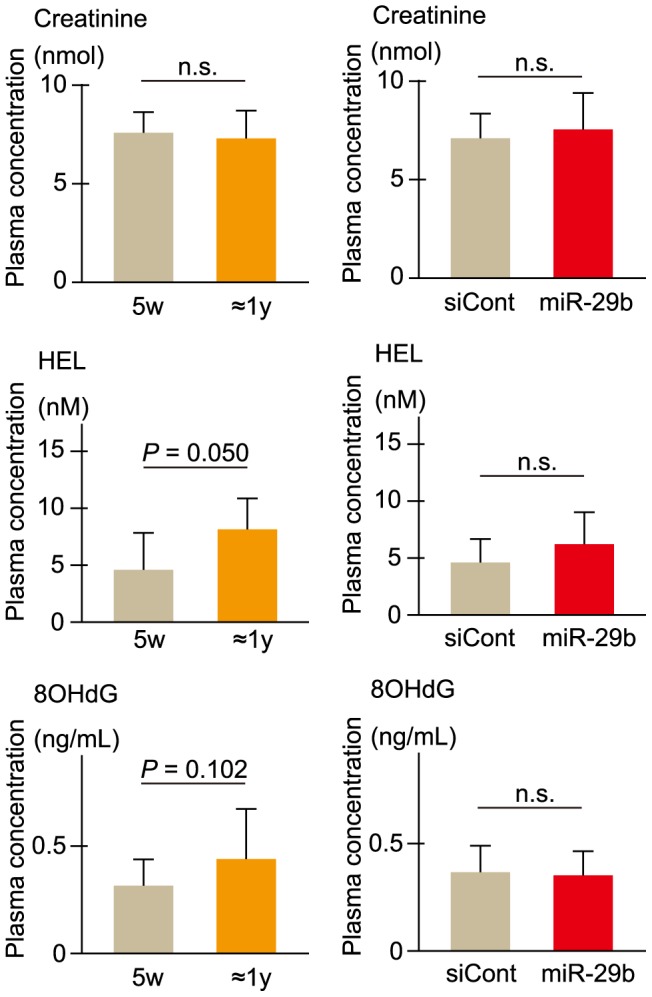
Plasma creatinine, HEL, and 8OHdG levels in elderly and young mice and *miRNA*-treated mice. Plasma samples were prepared from young (5-week-old; 5w) and elderly (8∼18-month-old: ≈1 y) ICR mice and also from miR-29b- and siControl (siCont)-treated ICR mice (5-week-old), and then subjected to plasma biochemical tests. The level of creatinine was measured as an index of renal function, and HEL and 8OHdG were each examined as a stress marker. Data are averages of three different individual's measurements. Error bars represent standard deviations. Differences were statistically analyzed by Student's *t*-test. n.s., no statistical significance.

## Discussion

Gene regulation involving miRNAs plays an essential role in various life functions and activities. Senescence is a general deterioration in functioning, in which many biological changes including the alteration of gene expression are presumed to be involved. 

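The signals of all 3 miR-29 members, which the paper connects with type IV collagen transcripts, were higher in the elderly than in the young sample of each of the 4 tissues examined by DNA chip. In lung, miR-29b was 6.14-fold higher in the elderly sample, miR-29c 4.37-fold and miR-29a 4.05-fold. In kidney, the fold changes were 7.48 for miR-29b, 5.24 for miR-29a and 3.83 for miR-29c. In heart, they were 4.12 for miR-29b, 3.72 for miR-29a and 2.42 for miR-29c. In liver, they were 5.54 for miR-29b, 4.06 for miR-29c and 2.22 for miR-29a. Before scaling, the miR-29a intensity was 227 units in young and 1166 units in elderly lung, and the miR-29b intensity was 95.2 units in young and 647 units in elderly kidney. The 3 members had the 3 highest fold changes of 89 miRNAs detected in both lung samples and of 88 in kidney. In heart they ranked 1, 2 and 5 of 87, and in liver they ranked 1, 3 and 9 of 81. In each tissue, the median log2 fold change of the 3 members, between 1.89 and 2.39, lay above that of each of 10000 random lists of 3 miRNAs matched on signal intensity. The lists left out the miR-29 members, so that outcome followed from the ranks above. It describes these samples and is not a test. In the RefSeq annotation of GRCm38.p6, Mir29a lies next to Mir29b-1 and Mir29b-2 next to Mir29c, and the chip has 1 probe for miR-29b, so its signal does not separate the genes. The young liver intensities of miR-29b and miR-29c were 12.0 and 12.8 units above a background of 23.5, and with median scaling their liver fold changes were 2.60 and 2.14. Without scaling, the liver fold change of miR-29a was 4.13, and with normexp background correction at an offset of 50, chosen after seeing the data, the lung log2 fold changes of miR-29b and miR-29c were 1.91 and 1.52 instead of 2.62 and 2.13.

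**Figure D1:**
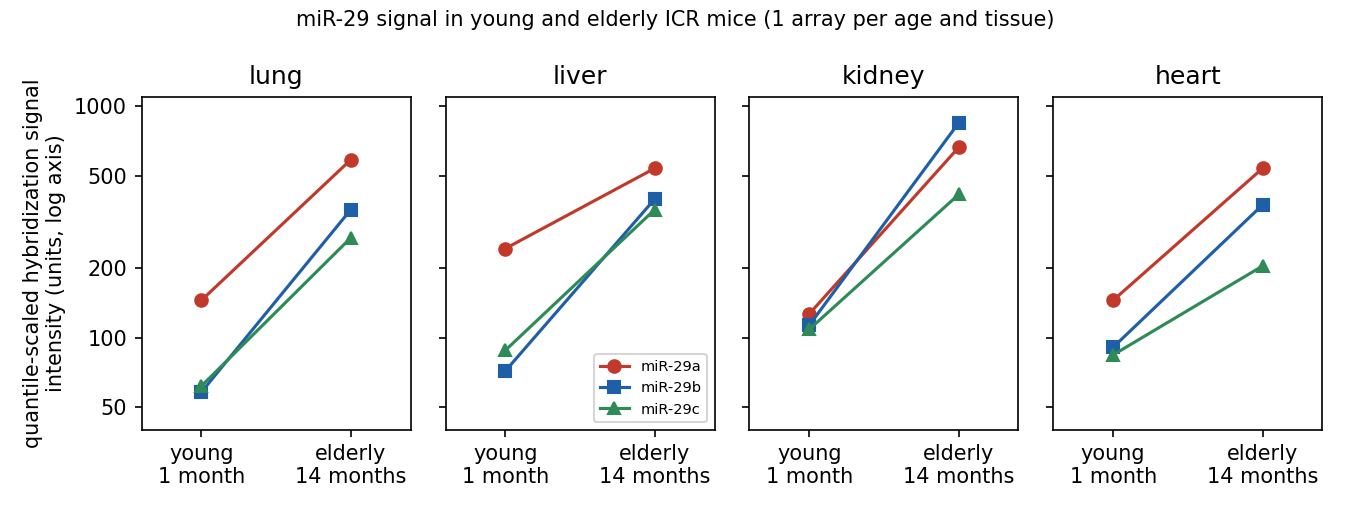
Quantile-scaled hybridization signal intensity (units, log axis) of miR-29a, miR-29b and miR-29c in the young (1 month) and elderly (14 months) sample of lung, liver, kidney and heart. Each point is 1 chip and lines join the same miRNA. The elderly point lies above the young one for each miRNA and tissue, at 204 to 846 units in elderly and 58.2 to 242 units in young samples.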

In this study we examined miRNAs in normal elderly ICR mice as well as in *klotho*(−/−) mice, a senescence-model animal, and the findings revealed that the *miR-29* members were upregulated in both elderly and senescence-model mice. Interestingly, the upregulation of miRNAs was seen in major tissues of elderly ICR as well as *klotho*(−/−) mice except for the *klotho*(−/−) brain [10]; thus, *miR-29* upregulation may be a common event associated with aging. 

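Over the 4 tissues together, miR-29b, miR-29c and miR-29a had the largest mean increase of the 20 miRNAs that were detected on all 8 chips and differed in the same direction in every tissue. With tissue as a block, the mean log2 change of miR-29b was 2.51 (standard error 0.18, adjusted p = 0.000234 from limma), that of miR-29c 1.84 (standard error 0.19, adjusted p = 0.00113 from limma) and that of miR-29a 1.86 (standard error 0.22, adjusted p = 0.00197 from limma). Each was higher in 4 of 4 tissues. All 3 also passed when adjusted over the list alone, which was certain once they had passed over the 96 miRNAs tested. Of 96 miRNAs tested, 4 were higher and 3 lower in elderly samples. The other increased one was miR-142-3p, a miRNA of blood cells, with a mean log2 change of 0.81 (standard error 0.16, adjusted p = 0.0307 from limma), higher in 4 of 4 tissues. It is named because it passed the test, after its values were seen, and its liver signals before scaling were 2.78 and 4.70 units, below the detection limit. With median and 75th percentile scaling, its liver log2 change was -0.26 and -0.084. The lower ones were miR-130b, miR-130a and miR-103, with mean log2 changes of -0.75, -0.64 and -0.63 (adjusted p = 0.0307, 0.0443 and 0.0443 from limma), each lower in 4 of 4 tissues. Without scaling, where the median log2 change of all detected miRNAs in liver was 0.86, the log2 change of miR-103 was 0.44 in liver and 0.32 in kidney and that of miR-130a was 0.14 in liver. These p-values measure the spread between tissues and not between mice. All 7 calls were lost in limma when the lung pair was left out (4 higher and 9 lower at an unadjusted p under 0.05) or no filter was set on dim miRNAs (6 and 10 unadjusted), and with a paired version of the methods' t-test (5 and 8 unadjusted). The 4 calls other than miR-29 were also lost without the kidney pair and without the heart pair, miR-29a was lost without the heart pair, and 7 miRNAs were higher and 5 lower without the liver pair. Without scaling 9 were higher and 2 lower, and with median scaling 3 and 13, with all 3 miR-29 members higher in both. Neither miR-142-3p nor miR-103 passed in either, and miR-130a and miR-130b passed with median scaling but not without scaling. An exact sign-flip permutation test of the mean of the family, 2.07 ± 0.31 (SD over 4 tissues), gave p = 0.13 (two-sided), the smallest that 4 tissues allow.
Of 16 miRNA lists tested with camera over the 4 tissues together, 5 were higher and none lower. They were the miR-29 family, with 3 of 3 members higher, and the 4 klotho lists. Those lists hold the miRNAs that Table 1 gives as increased in klotho(−/−) lung, liver, kidney and heart. Each was tested on all 4 tissues and not on its own tissue alone. In the klotho lists, 3 of 6, 3 of 11, 2 of 12 and 1 of 5 tested miRNAs were higher, all of them miR-29 members, none was lower, and 4, 3, 2 and 2 were higher when adjusted over the list alone. With an estimated correlation, none of the 5 passed, at adjusted p = 0.122 for the lung list, 0.176 for the miR-29 family and 0.25 for each of the other lists. The heart list did not pass with 75th percentile scaling either (adjusted p = 0.0562), nor without the lung pair (0.304) or the heart pair (0.0575). Without the miR-29 members, a comparison chosen after seeing the data, no list passed, at adjusted p = 0.175 for lung, 0.864 for liver, 0.485 for kidney and 0.501 for heart. By the thresholds of Table 1, 11 miRNAs were above 1.5-fold and 6 below 0.5-fold in lung, 24 and 13 in liver, 11 and 2 in kidney, and 11 and 2 in heart. The liver counts were 8 and 5, over 58 miRNAs instead of 103, when 10 units were required before scaling as well. That rule, chosen after seeing the data, also set low liver values to 55.6 scaled units instead of 10, which changed the folds. With the folds unchanged, 13 of 60 liver miRNAs with at least 10 units before scaling on at least 1 chip were above 1.5-fold. The balance of the counts above 1.5-fold and below 0.5-fold moved with the scaling. Without scaling, there were 40 above and 0 below in liver, 6 above and 7 below in heart, and 1 below in lung and in kidney, and with median scaling 8 above and 37 below in liver, 4 above and 1 below in kidney, and 0 below in heart. From the increase in major tissues of elderly ICR and klotho(−/−) mice, the paper proposes that miR-29 upregulation may be a common event associated with aging.

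**Figure D2:**
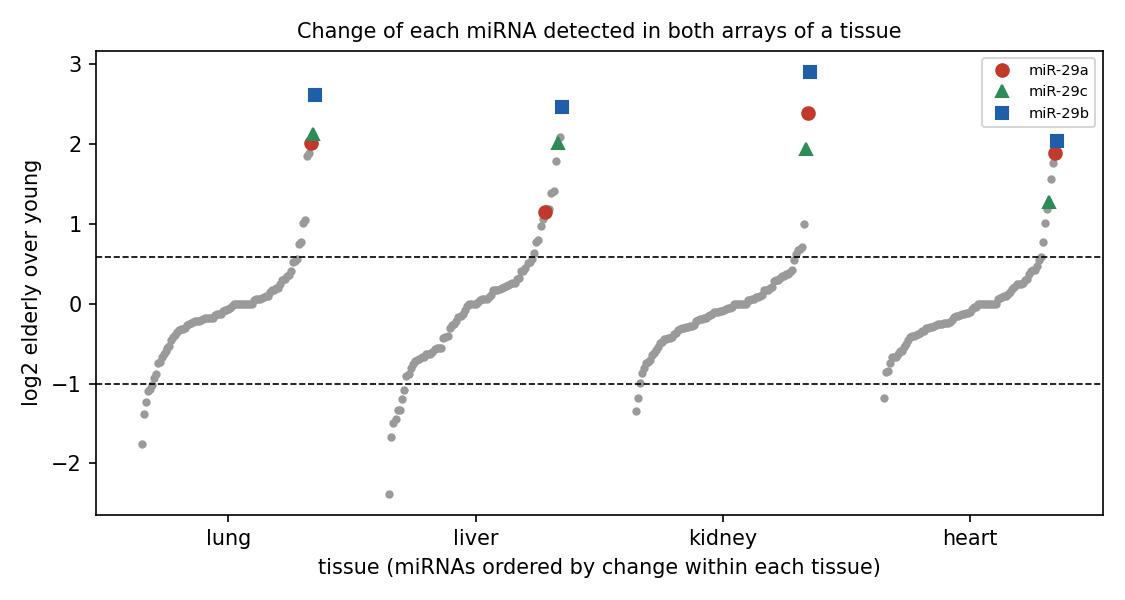
Log2 ratio of the elderly over the young sample for each miRNA detected in both chips of a tissue, ordered within lung, liver, kidney and heart. Each point is 1 miRNA, coloured symbols are the miR-29 members, and dashed lines mark 1.5-fold and 0.5-fold. The miR-29 members lie between 1.15 and 2.90.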

As for why the *klotho*(−/−) brain differed from other tissues, this issue remains to be resolved.

In this study, we specifically used outbred ICR mice as a normal mouse strain with natural aging. Since ICR mice possess heterogeneous genomes, ICR may be a suitable lab animal for studying natural aging like the aging of human beings, who also have heterogeneous genetic backgrounds. While there are differences in genetic background between mouse and human, basic genes or gene regulatory systems essential for the fundamental mechanism of natural aging, if any, may be common between them, and such genes or regulatory systems may be capable of becoming useful molecular indicators for studying natural aging. In the current study using outbred ICR mice, we found that the *miR-29* members were upregulated in elderly ICR mice although there were more or less individual differences in the degree of their upregulation. The *miR-29* upregulated in elderly individuals may be closely related to natural aging, and this raises the possibility that upregulation of *miR-29* may be encoded as a genetic program associated with aging.

As with previous studies, our current study indicate that the *type IV collagen (Col4α1–α6)* genes are potential targets of *miR-29*. Type IV collagen is localized in the basement membrane and involved in the maintenance of the structure of extracellular matrix. Our current study further indicates that the *type IV collagen* transcript and protein levels in elderly mouse tissues are less than in young tissues; this may represent weakening of the basement membranes in elderly tissues, and may be compatible with the progression of aging. While, the transcription attenuation of *Col4α1–α6* may be a major cause of the reduction of type IV collagen in elderly tissues, our findings suggest another contribution of *miR-29* to the suppression of type IV collagen. Thus, *miR-29* appears to be involved in the reduction of *type IV collagen* transcripts and other gene transcripts carrying putative binding sites for *miR-29*. Taken together, the *miR-29* upregulated in elderly tissues may work as a mediator in RNA degradation of target transcripts as well as in translation inhibition, which is the primary function of miRNAs.

Previous *in vitro* studies using cultured mammalian cells indicated that *miR-29* is associated with cellular senescence: the *miR-29* members were upregulated during cellular senescence in cultured mammalian cells [21], and appeared to be directly and indirectly engaged in gene regulation of cellular senescence-related *B-Myb* and *p53* genes, respectively [22]–[25]. In the current study, the *miR-29*-administered N2a and HEK293 cells appeared to be weakened (Fig. 8 and Fig. S4); this might reflect cellular senescence triggered by an increase in the amount of *miR-29* in the cells. Taken together, multiple senescence-associated genes may be regulated by the *miR-29* members, and a gene regulatory network may participate in the progression or signs of aging.

**Figure 8:**
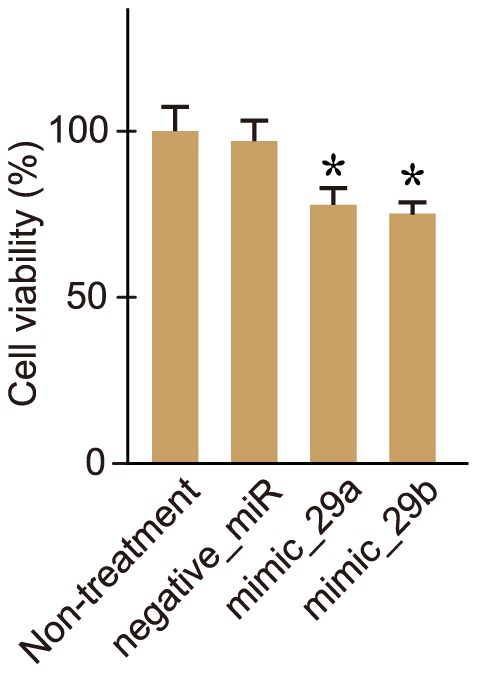
Cell viability of N2a cells treated with *miR-29* mimics. The *miR-29* mimics (mimic_29a and mimic_29b) and a negative control miRNA (negative_miR) were transfected into N2a cells as in Fig. 6A. Three days after transfection, cell viability assay was performed. Data are averages of four measurements. Error bars represent standard deviations. Difference between non-treated cells and each of the treated cells was statistically analyzed by ANOVA, followed by the Dunnett's test (* *P*<0.05).

Finally, *miR-29* may be a common miRNA coupled to the progression of aging in various tissues, and may have a key role in senescence. Further studies on the relationship between *miR-29* and the aging process need to be carried out. Additionally, confirmatory experiments to see whether human beings deliver similar results need to be performed. If the results are positive, the *miR-29* members and also their target *Col4α1–α6* genes could become useful molecular markers of general senescence.

## Supporting Information

Figure S1 **Reproducibility of miRNA expression profiles.** Expression profile analyses of miRNAs in indicated tissues of *klotho*-deficient [*klotho(−/−)*] and wild-type littermate mice were carried out using the *Genopal*®-MICM DNA chip, and duplicated with two different individual mice (No. 1 and No. 2). The expression profile data were compared to each other by scatter-plot graphs. The expression data of miRNAs were represented by hybridization signal intensities and indicated by arbitrary units.
(TIF)

Figure S2 **Evaluation of** ***in vivo*** **knockdown potency mediated by endogenous** ***miR-29*** **.** The reporter plasmids (Fig. 2A) and *β-galactosidase* expression plasmid as a control were systemically administered to young (5 week-old; 5w) ICR mice and examined as described in Fig. 3. The normalized levels of luciferase activities in liver and kidney were plotted by scatter graphs. As a result, the data obtained with psiCheck2 (empty vector) as a control appeared to be poorly-reproducible in the liver; in contrast, the kidney data remained stable. Therefore, the evaluation of *in vivo* knockdown potency mediated by endogenous *miR-29* in the liver could not be carried out because the control data varied widely. Averaged values of the data are indicated by bars (−).
(TIF)

Figure S3 **Gene expression profiles in** ***miR-29*** **-treated HEK293 cells.** MISSION microRNA Mimics (mimic_29a and mimic_29b) and a negative control miRNA (negative_miR) were transfected into HEK293 cells as in Fig. 6A. Twenty four hours after transfection, total RNAs were extracted and subjected to RT-qPCR followed by analysis using the delta-delta Ct method with the expression level of *GAPDH* as a control. The data were further normalized to the data obtained with the negative_miR. Data are average of four independent measurements. Error bars represent standard deviations. The genes examined are indicated: *COL4A1*, *COL4A2*, *DICER1*, *LAMC1*, *CABIN1* and *DNMT1*. Differences between the negative control and mimic_29a or _29b were statistically analyzed by ANOVA, followed by Dunnett's test (* *P*<0.05). n.s., no statistical significance.
(TIF)

Figure S4 **Cell viability of HEK293 cells treated with miR-29 mimics.** The *miR-29* mimics (mimic_29a and mimic_29b) and a negative control miRNA (negative_miR) were transfected into HEK293 cells as in Figure S3. Three days after transfection, cell viability was examined as in Fig. 8. Data are averages of four measurements. Error bars represent standard deviations. Difference between non-treated cells and each treated cells was statistically analyzed by ANOVA, followed by Dunnett's test (* *P*<0.05).
(TIF)

Table S1 **Difference in the expression of miRNAs between** ***klotho*** **-deficient and wild-type mice.** Hybridization signal intensities obtained from DNA chip analysis [duplicated experiments (Exp.) 1 and 2] are indicated. Fold changes (FC) in the expression of miRNAs between the *klotho* (Kl) and wild-type (Wt) mice are calculated.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

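The DNA chip data compared here come from lung, liver, kidney and heart of young (1 month) and elderly (14 months) male ICR mice, with 1 chip per age and tissue. The conditions were taken from the sample labels, whose ages and tissues match the groups of the paper. The chip data on klotho(−/−) mice, the RT-qPCR, the reporter assays and the collagen measurements were not analysed here.

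The authors hybridized directly labelled small RNAs to chips with 200 miRNA probes and deposited 2 tables of signal intensity. The scanner software, the summary of spots and the background step are not given in the sources used here. Above each chip's lowest value, the 2 tables differ by 1 constant within the rounding to whole numbers, so the second table is the first after subtraction of a background and a floor at 1 to 5 units. It has no scaling between chips, and its medians per chip were 12, 13, 3, 3, 6, 6.5, 9 and 6 units for young and elderly lung, liver, kidney and heart.

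From the first table, the authors' constant of each chip was subtracted, the 8 chips were quantile-scaled, values below a detection limit of 10 units were set to it, and log2 values were taken. Quantile scaling, the limit of 10 units after scaling, the thresholds and the tests were fixed before the data were examined. The subtraction of the authors' constant was chosen afterwards, because the plan covered corrected values and separate background columns and the table held neither. A value at the limit gives a bound. In each tissue, folds above 1.5 and below 0.5 were counted over miRNAs detected on at least 1 of the 2 chips, with no test. The median of the miR-29 family was set beside 10000 random lists of other detected miRNAs matched on mean intensity in 3 classes.

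The ages were compared over the 4 tissues with limma (version 3.58.1, R version 4.3.3) with tissue as a block, over miRNAs detected on at least 4 chips, with Benjamini-Hochberg adjustment and a threshold of 0.05. The tissues of an age may share a mouse, so p-values measure the spread between tissues. A tissue with both chips below the limit entered the fit as no change. On simulated data for this comparison, with 96 miRNAs of which 20 were changed, 99.5% of 2-fold and 100% of 4-fold changes were recovered and 3.86% of calls were false. The simulation drew independent noise of 1 size, the median over the miRNAs, and covers no difference between mice. It left out the scaling and limit steps and does not cover noisier miRNAs, so its shares do not carry over to the real data. There, miR-298 had a mean log2 change of 1.37 (standard error 0.40) and was not called. The miRNA lists were written before the data were examined and tested with camera (preset correlation of 0.01) where at least 2 members were tested. They are the miR-29 family, muscle, leukocyte, endothelial, smooth muscle and fibroblast, epithelial miR-200, kidney and gut epithelial, let-7, miR-30, miR-17-92 with its paralogs, embryonic stem cell, p53 and senescence, and the 4 klotho lists of Table 1. The hepatocyte, erythroid, neuronal and imprinted Dlk1-Dio3 lists had fewer than 2 tested members.

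The miRNAs named are miR-29a, miR-29b and miR-29c, those of Table 1 in their tissue (whose values in klotho(−/−) mice had been seen), the 5 highest and 5 lowest folds per tissue among miRNAs detected on both chips, the 10 largest mean changes among miRNAs detected on all 8 chips and changed the same way in every tissue, and list members in order of intensity. Alternatives set before the data were examined were no scaling, median and 75th percentile scaling, quantile scaling within a tissue, the authors' second table, detection limits of 5 and 30 units, other fold thresholds, filters, variance models and tests, and leaving out each tissue. Alternatives added afterwards were a limit of 10 units both before and after scaling, no background subtraction, normexp with offsets of 50 and 16, and the klotho lists without miR-29. The limit before and after scaling was for a time used for the values reported, before the rule set in advance was taken up again. That limit also raised the scaled value to which low signals were set in liver, kidney and heart.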

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

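All tests of explanations in this part were chosen after the result was seen, except the count over other assignments of the ages. Of the miRNAs that the paper does not discuss, miR-34b and miR-34c in lung were more than 2-fold higher in the elderly sample under each of the 5 scalings with a signal above the limit on both chips. The log2 fold change was 1.88 for miR-34b and 1.85 for miR-34c. Their intensities before scaling were 98.9 and 81.6 units in young and 344 and 285 units in elderly lung. In heart they went from 16.6 and 12.9 units in the young to 5.67 and 3.35 units in the elderly sample, below the detection limit, which bounds the log2 fold change at -0.68 or less for miR-34b and -0.17 or less for miR-34c, and in liver and kidney they were below the limit on both chips. The difference between lung and heart was not tested. There is 1 chip per age, and the differences have no test.

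All 3 miR-29 members were higher in the elderly sample of all 4 tissues. A difference in overall brightness between the chips would be removed by scaling, but the lowest log2 fold change of any member in any tissue was 1.03 over the 5 scalings. A larger share of one of the listed cell types would raise the markers of that type at least as much, if they are found in that type alone. Whether the listed miRNAs are was not tested, and shared ones would rise less, so the medians below cannot exclude a larger share. The highest median of a cell type list with at least 2 detected members was 0.49 (log2) in the quantile-scaled data, for leukocyte miRNAs in kidney. It was 0.74 without scaling, for smooth muscle and fibroblast miRNAs in liver. The lowest miR-29 member lay at least 0.72 above the median of each such list of its tissue under the 5 scalings. These are medians, and single members departed from them, with, in the quantile-scaled data, 2 of 5 leukocyte miRNAs below 0.5-fold in lung and the leukocyte miR-142-3p in liver at 1.18 or more, above miR-29a there (1.15). In liver, miR-142-3p reached miR-29a in 1 of the 3 scalings that detected it and was at -0.26 with median and -0.084 with 75th percentile scaling, so that a larger share of leukocytes stays open for miR-29a in liver too. Lists with 1 detected member were left out of this test after their values were seen, and cell types without a list were not tested. Of the 9 neuronal probes, 1 was detected in kidney, that of miR-124a, which was at least 6.18-fold higher, more than miR-29a and miR-29c there. The other 8 were below the limit on both kidney chips before scaling, at up to 3.72 units in the young and 4.45 units in the elderly sample, and 3 of them were higher in the elderly one. Signals below the limit neither show nor exclude a rise, so that a larger share of neuronal cells in kidney rests on 1 probe and stays undecided. Cross-hybridization between the members stays open on the chips, since the rise of miR-29b per unit of miR-29a differed 1.87-fold between tissues and single chips give no noise to compare it with. So do differences between individual mice and the difference between 1 and 14 months of age, which the chips do not tell apart. With only these 2 ages, the chips do not show when between them a change arose. In Fig. 1, the paper measured miR-29a and miR-29b by separate RT-qPCR assays in 5 mice per group. It reports both as significantly higher in the elderly tissues (Student's t-test).

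Over the 4 tissues, 7 miRNAs passed the test. The ages can be assigned within tissues in 8 ways. The real assignment gave 7 calls and the highest of the others gave 0. These assignments are too few for a share below 0.05.

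In the quantile-scaled data, liver had more miRNAs above 1.5-fold (24 of 103 detected, 23.3%) than lung, kidney and heart (11 each, 11.3% to 11.6%), while with median scaling it had 8. With the same folds, 13 of 60 liver miRNAs with at least 10 units before scaling on at least 1 chip were above 1.5-fold (21.7%), against 11.5% to 11.7% in the other tissues. With at least 10 units on both chips they were 6 of 50 (12.0%), against 9.52% to 11.2%, but that comparison leaves out miRNAs that rose from below the limit. Whether signals under the limit on the dim liver chips explain the higher liver count thus stays open. The higher count itself depended on the scaling. With quantile scaling within tissues liver had 8, as with median scaling, and without scaling it had more than 24. Whether liver differs from other tissues in biology was not tested.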

How the results depend on the processing

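The direction of all 12 miR-29 values (3 members, 4 tissues) held under all 11 alternatives of scaling, input, limit and background, with the family mean between 1.64 and 2.16 and the exact p at its smallest possible value. The 3 alternatives that changed the detection limit left the miR-29 folds as they were, since these signals lay above each limit. The authors' second table nearly repeated the folds without scaling, so these alternatives add little. In each tissue the family lay above 100% of the random lists. Those lists left out the miR-29 members, and in the quantile-scaled data the share followed from the members' ranks, so it is no further support. With no replicates, a fold is called moved here where it changed by more than 1.5-fold. The limma calls were less stable. All 3 members passed in 13 of 17 alternatives set before the data were examined, and in the 4 added afterwards. The cause of the changes below was not tested.

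For miR-29 (log2), liver miR-29a was 2.05 without scaling and 2.06 in the authors' second table. Liver miR-29b and miR-29c were 1.38 and 1.1 with median scaling, 1.55 and 1.275 with 75th percentile scaling and 1.64 and 1.27 with quantile scaling within tissues. With normexp and an offset of 50, lung miR-29b and miR-29c were 1.91 and 1.52 and liver miR-29b was 1.87.

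Numbers above 1.5-fold and below 0.5-fold, where they moved: without scaling, lung 1 below, liver 40 above and 0 below, kidney 1 below, heart 6 above and 7 below, and in the second table the same except heart 8 below. With median scaling, liver 8 above and 37 below, kidney 4 above and 1 below, heart 0 below. With 75th percentile scaling, lung 7 above and 3 below, liver 9 above and 38 below, kidney 4 above, heart 0 below. With quantile scaling within tissues, liver 8 above and 2 below, kidney 7 above. With a limit of 5 units, kidney 4 and heart 5 below. With a limit of 30 units, liver 13 above and 7 below, kidney 1 below, heart 6 above and 0 below. Below 1/1.5, lung 14, liver 30, kidney 13 and heart 12; above 2-fold, kidney 4 and heart 7. Of the alternatives chosen after seeing the data, 10 units before and after scaling gave liver 8 above and 5 below, over 58 miRNAs instead of 103. It changed both the miRNAs counted and their folds, since low liver values were set to 55.6 scaled units. No background subtraction gave lung 1 below, liver 11 above and 7 below, kidney 5 above and 0 below, heart 6 above and 0 below. With normexp, an offset of 50 gave lung 5 above and 0 below, liver 7 and 3, kidney 5 and 0, heart 5 and 0, and an offset of 16 gave lung 2 below, liver 11 and 7, kidney 7 and 0, heart 7 and 0.

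Over the 4 tissues, 4 miRNAs were higher and 3 lower. The numbers were 9 and 2 without scaling and in the second table, 3 and 13 with median scaling, 3 and 4 with 75th percentile scaling, 8 and 8 with quantile scaling within tissues, and 4 and 5 with a limit of 30 units. With no filter on dim miRNAs limma gave 0 and 0 (6 and 10 at an unadjusted p under 0.05), and the paired version of the methods' t-test gave 0 and 0 (5 and 8 unadjusted). Without tissue as a block (no replicate block), 3 were higher and 0 lower, as with the methods' t-test. Leaving out 1 tissue gave 0 to 7 higher and 0 to 5 lower, with 0 and 0 without lung (4 and 9 unadjusted), 7 and 5 without liver, 3 and 0 without kidney, and 2 and 0 without heart. Requiring 10 units before and after scaling, chosen after seeing the data, gave 6 and 3 of 91 tested, with miR-291a-5p, miR-291b-5p and miR-298 added and miR-142-3p lost. The same rule set low values to 55.6 scaled units in liver, 12.9 in kidney and 11.7 in heart instead of 10. The effects of the 2 changes were not separated. Among the calls other than miR-29, miR-142-3p and miR-103 were lost without scaling and with median and 75th percentile scaling, and miR-130a and miR-130b without scaling. All 4 were lost in the second table, without tissue as a block and with the methods' t-test. A limit of 5 units lost miR-142-3p, miR-103 and miR-130a, a limit of 30 units lost miR-142-3p, which was not tested when detection on all 8 chips was required, and normexp with an offset of 50 lost miR-142-3p and miR-130b. Scaling moved the median log2 change of all detected miRNAs to between -0.46 (heart) and 0.86 (liver) without scaling and to between -0.45 (liver) and -0.11 (heart) with median scaling.

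Of the lists, 5 were higher and 0 lower, 0 higher with camera's estimated correlation, and 1 lower with median and with 75th percentile scaling (miR-17-92 and its paralogs). The embryonic stem cell list passed with median (adjusted p = 0.0202 from camera), 75th percentile (0.0398) and within-tissue quantile scaling (0.026), with fry (0.0411) and without the liver pair (0.0449). In the quantile-scaled data 3 of its 14 miRNAs were tested, miR-290 (mean log2 change -0.04), miR-291a-5p (0.95) and miR-291b-5p (1.02). The last 2 probes may read 1 RNA species, so these calls may not rest on separate miRNAs. The klotho heart list lost its call with 75th percentile scaling, with a limit of 30 units (0.126), with no background subtraction (0.0663) and normexp at offsets of 50 (0.0916) and 16 (0.0598), all 3 chosen after seeing the data, and without the lung or the heart pair. Without the lung pair, the leukocyte list was higher and miR-17-92 lower (0.0227 each). Leaving out 1 tissue gave 0 to 1 lower. Of 86 named values per tissue, 9 turned in sign without scaling, 9 in the second table, 7 with median and 5 with 75th percentile scaling. Those without scaling were miR-103 (0.44), miR-126-3p (0.69), miR-130a (0.14), miR-24 (0.80) and miR-27a (0.56) in liver and miR-103 (0.32), miR-125b (0.20), miR-27b (0.098) and miR-30e (0.10) in kidney. The value past a fold threshold that turned was that of miR-10b in liver, from 1.42 to -0.20 with median and -0.0209 with 75th percentile scaling. The planned normexp and plain subtraction on separate background columns were not run, since the tables have none. Signal over background limits liver most, where most young signals lie under 10 units. Among the values of single named miRNAs and lists, 63 fell short of the threshold they had passed, 26 passed it anew and 63 without a test moved by over 1.5-fold, counted over all alternatives set in advance.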

Differences from the paper's values

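Fig. 1 gives RT-qPCR on mice that need not be those on the chips, so the assays differ and the values are set side by side only. Folds of Fig. 1 are the mean of the 2 mice at 14 months, the age of the elderly mice on the chips, over the mean of the 5 young mice. The other elderly mice of Fig. 1 were older and were left out, so each fold taken from Fig. 1 rests on 2 elderly mice. For miR-29b in kidney, the chip fold was 7.48, and the paper's is about 15 in Fig. 1, read by eye. For miR-29b in heart, the chip fold was 4.12, and the paper's is about 9.2 in Fig. 1, read by eye. Under none of the alternatives set before the data were examined (no scaling, median, 75th percentile and within-tissue quantile scaling, the authors' second table, and detection limits of 5 and 30 units) did either value come within 1.5 times the paper's. The same holds for the alternatives added afterwards. Those that changed only the detection limit left these folds unchanged and are no further check. In the quantile-scaled data, the remaining miR-29a and miR-29b values of lung, liver, kidney and heart lay within 1.5 times those of Fig. 1, and all were higher in elderly samples, as in Fig. 1. Of these values, some departed from Fig. 1 by more than 1.5 times under other scalings. They were miR-29a in lung, liver and heart (5.14-fold, 4.13-fold and 2.74-fold) and miR-29b in lung (7.21-fold) without scaling and in the second table (5.14, 4.16, 2.74 and 7.23), miR-29a in kidney with median (3.84), 75th percentile (4.02) and within-tissue quantile scaling (4.29), miR-29a in heart with median scaling (3.49), and miR-29a in liver with 75th percentile scaling (2.31).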

Other observations

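The tests of explanations in this part were chosen after the result was seen. None of the values per tissue has a test, and the 5 lowest and 5 highest are given in log2 among miRNAs detected on both chips of a tissue, apart from miR-29 members and the lung values of miR-34b and miR-34c given above. In lung, the lowest were miR-424 (-1.76), miR-181a (-1.38), miR-193 (-1.23), miR-497 (-1.10) and miR-146b (-1.07). In liver, the lowest were miR-344 (-2.38), miR-181b (-1.67), miR-20a (-1.50), miR-200a (-1.44) and miR-16 (-1.33), and miR-291b-5p (2.09), miR-291a-5p (1.79) and miR-10b (1.42) were among the highest. Without scaling, miR-344 and miR-200a in liver were below the limit on both chips and miR-20a was at -0.14, miR-181b at -0.13 or less and miR-16 at -0.74, and miR-10b turned in sign with median and 75th percentile scaling. In kidney, the lowest were miR-181b (-1.34), miR-181a (-1.18), let-7a (-0.996), miR-27b (-0.86) and miR-30e (-0.81), of which miR-27b and miR-30e turned to 0.098 and 0.10 without scaling. There, miR-22 (0.996) and miR-296 (0.72) were among the highest. The quantile-scaled kidney signals of let-7a and miR-22 traded places, from 2083 to 1045 units and from 1045 to 2083 units. Their kidney fold changes without scaling were only 0.89 and 1.36. In heart, the lowest were miR-18 (-1.19), miR-424 (-0.86), miR-130a (-0.84), miR-103 (-0.74) and miR-378 (-0.67), and miR-409 (1.77) and miR-296 (1.56) were among the highest. Of Table 1's miRNAs other than miR-29, 1 of 3 was above 1.5-fold in lung (miR-101a, 1.68-fold), 0 of 8 in liver, 2 of 10 in kidney (miR-296, 1.64-fold, and miR-21, 1.55-fold) and 2 of 5 detected in heart (miR-150, 2.02-fold, and miR-298, at least 1.91-fold). Without scaling, where the median of all detected miRNAs in liver was itself at 0.86 (log2), the numbers were 1 of 3 in lung, 7 of 8 in liver, 1 of 10 in kidney and 1 of 4 detected in heart, and with median scaling there were 0 in each tissue. Those folds are in elderly ICR mice, while Table 1 chose the miRNAs in klotho(−/−) mice. Table 1's folds are ratios of signal intensity in each of 2 experiments, with no scaling stated. The quantile-scaled counts here are a different measure from 1 chip per age. Since the liver count moved with the scaling, it does not decide whether Table 1's increases recur.

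Of 10 members of the miR-17-92 cluster and its paralogs, none passed the test over the 4 tissues, and their median log2 change was -0.30 (camera, adjusted p = 0.0696, and adjusted p = 0.299 with an estimated correlation). Of 5 leukocyte miRNAs, 1 was higher (median 0.22, adjusted p = 0.185), and the mean of the list turned to -0.17 with median and -0.079 with 75th percentile scaling. No member passed of 8 let-7 miRNAs (median -0.17, adjusted p = 0.662), 5 miR-30 miRNAs (-0.04, 0.98), 4 muscle miRNAs (-0.04, 0.98), 4 of smooth muscle and fibroblasts (-0.07, 0.864), 4 of the miR-200 list (-0.22, 0.864), 2 endothelial miRNAs (-0.04, 0.98), 2 of kidney and gut epithelium (-0.05, 0.98), 3 of p53 and senescence (0.20, 0.415) and 3 of embryonic stem cells (0.95, 0.0802). Of the latter, 2 were higher when adjusted over the list alone, the miR-291a-5p and miR-291b-5p probes, which may read 1 RNA species. These values are medians of log2 changes and adjusted p from camera. A tissue with both chips below the limit enters them as no change, as liver and kidney did for the muscle miRNAs. In heart, miR-1, miR-133a and miR-133b had the same rank on both chips, which quantile scaling turns into a log2 change of 0. Their heart fold changes without scaling were 0.75, 0.73 and 0.63, so the muscle value says little about age. Without scaling, the means of the let-7, miR-30, endothelial, miR-200 and kidney and gut lists lay above 0, and with median and 75th percentile scaling that of the p53 list lay below 0. The neuronal and hepatocyte lists had no tested member, while the erythroid miR-144 (mean log2 change -0.04) and miR-409 of the imprinted Dlk1-Dio3 cluster (0.67) did not pass the test.

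The miR-291a-5p and miR-291b-5p probes had mean log2 changes of 0.95 and 1.02 (adjusted p = 0.0853 for each from limma), higher in 4 of 4 tissues. Over the alternatives the adjusted p ran from 0.000666 to 0.997, and both probes passed without scaling (0.000784 for each), in the second table (0.000666 and 0.000742), with quantile scaling within tissues (0.00536 for each), with detection on all 8 chips (0.0259 for each) and with 10 units before and after scaling (0.0351 and 0.0342), chosen after seeing the data. With a limit of 30 units miR-291a-5p passed (0.0339), without the liver pair miR-291b-5p passed (0.0491), and neither passed with median (0.0681 and 0.0711) or 75th percentile scaling (0.0935 and 0.103). Transcription of the miR-290 to miR-295 cluster would be seen on its other probes, of which there are 8. Of their 64 values, 8 reached 10 units before scaling, all of them from miR-290, at 13.4 to 37.5 units, while the highest value of the other probes was 8.44 units, and 14 values reached 10 units after scaling. This leaves open whether the cluster was transcribed. The 2 probes differed by at most 0.30 (log2) in a tissue, as 1 RNA species read by both probes would give. The same would come from 2 miRNAs that change together, so the values do not tell these apart. What RNA the probes read was not tested, and a difference with age stays open.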
